A study of Mus musculus with 10 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

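ATAC-seq (assay for transposase-accessible chromatin with sequencing) cuts open chromatin with the Tn5 transposase and sequences the fragments, so that regions with many fragments are read as accessible sites. It was performed on immortalized mouse embryo fibroblasts that depend on a fusion of FKBP12 (variant F36V), 2 HA tags and human ASH2L, the endogenous Ash2l alleles having lost exon 4. The compound dTAG-13, a PROTAC, links the FKBP part to the E3 ligase subunit Cereblon and causes degradation of the fusion protein. The 10 libraries fell into 5 groups with 2 replicates each. These were untreated cells and cells exposed to dTAG-13 for 30 min, 4 h, 8 h and 24 h. The methods of the study name ethanol as the control, so untreated here means without dTAG-13.

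According to their methods, the authors trimmed the reads with Trim Galore, aligned them with BWA to the mouse genome build mm10, removed unusable reads following ENCODE recommendations, merged replicates with Picard and called narrow peaks with MACS, using modified parts of nf-core code. The authors normalized and tested accessibility with DESeq2. The versions, the MACS threshold, any shift of read ends for the Tn5 cut, the removal of blacklisted regions and the way sites of different samples were joined were not stated in the methods. Each of these choices could change the number, the edges and the width of sites. Peaks called on merged or deeper libraries are more numerous and reach weaker sites, so the number of sites also depends on sequencing depth.

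The table used here, as deposited, is the authors' list of all sites over all samples and gives the chromosome, start and end of each. It holds no read count, score or value per library, so the depth of the libraries is unknown here, and the planned count test of each time point against untreated cells, the choice of named sites by their change and the check of replicate pairing were not run. Each result below describes the pooled list. No replicate error belongs to such values, and the intervals given cover only the sampling of sites, which are not independent replicates.

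Sites did not overlap and the smallest step from one end to the next start was 1 bp, so positions were read as counted from 0 with an open end and are printed counted from 1. If this reading were wrong, coordinates would shift by 1 bp. The build was checked by chromosome lengths, and 0 sites ended beyond their chromosome in the reference (GRCm38). The 242 sites on other sequences were counted in the number and the width of sites and left out of the other results. Start sites came from all transcripts of the comprehensive GENCODE mouse annotation for this build. A promoter site overlapped the window of 1 kb either side of a start site by at least 1 bp, and the remaining sites were called distal. CpG islands were computed from the genome outside soft-masked repeats, as maximal segments rich in CpG of at least 200 bp with a GC content over 0.5 and an observed to expected CpG ratio over 0.6. A promoter site was assigned to an island when the island lay in the window of a start site that the site overlapped, and a distal site when the island lay within 1 kb of its middle. These islands are not those of the study, whose source was not used here.

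For comparison, sites of the same widths were placed 100 times at random, without overlap, within the sequenced part of the same chromosome. Matches to consensus motifs on either strand were searched in 200 bp at the middle of each site and of 1 random placement. Shares carry a 95% Wilson interval and medians a 95% interval from order statistics. Shares were compared with two-sided Fisher's exact tests and median widths with a two-sided permutation test of 100000 permutations. The named sites followed a rule set before the data were examined: sites within 1 kb of a start site of Egr1, Egr2, Nrf1, Ctcf, Ash2l, Wdr5 and Rbbp5, the 3 widest sites, and the gene with the most sites in its body. Tests and their main alternatives (other windows, merged neighbours, wider sites, stricter islands, other motif backgrounds) were also set before the data were examined, and a RefSeq annotation and islands called without masking were added afterwards. Sequence matches were searched with BLAST version 2.17.0. Other computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.

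The computations were tested on simulated data. All 30728 sites planted at start sites among 153682 were recovered, as were 250 of 250 matches planted for each of the 4 motifs among 1998 sequences. The other simulated sites were kept outside the windows of start sites, and the sequences around the planted motifs held only A and T. These tests could therefore show missed sites or matches, but not false ones. Adding 100 bp to a random part of the 153682 widths changed the difference in medians by 100 bp, which adding a constant fixes in advance. Of 200 random splits of the widths, 6 gave a permutation p under 0.05.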

Results

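To address how loss of ASH2L, a core subunit of the complexes that methylate histone H3 at lysine 4, affects the accessibility of chromatin, ATAC-seq was performed on fibroblasts expressing a degradable FKBP-HA2-ASH2L fusion. The 10 libraries comprised 2 replicates each of untreated cells and of cells treated with dTAG-13 for 30 min, 4 h, 8 h and 24 h. The values analysed here are the positions of all sites identified across these libraries. Because the list pools all libraries and carries no signal, differences between untreated and treated cells and the spread between replicates were not analysed here, and the depth of the libraries is unknown. The following results describe where accessible chromatin was found in these cells under any of the conditions.

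The list contained 153924 accessible sites, of which 153682 were located on chromosomes 1 to 19, X and Y of mm10. The remaining 242 sites were distributed over 47 scaffold or patch sequences, and 0 sites were on mitochondrial DNA. Together the sites covered 110.9 Mb, and those on the chromosomes covered 4.18% of the sequenced bases. The list held 0 duplicates, and no sites overlapped or touched. Merging sites at most 100 bp apart left 152310 sites, whereas keeping sites at least as wide as the median left 76983.

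The median width of the sites was 619 bp (95% interval 616 to 622 bp, from order statistics), with quartiles of 359 and 959 bp. The narrowest site spanned 176 bp and the widest 4614 bp. Sites of 1000 bp or more made up 22.8% of the list. The median width was 627 bp when sites at most 100 bp apart were merged, the alternative that moved it most.

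The distribution of the sites over chromosomes was not even. The autosomes carried a median of 58.6 sites per Mb. The lowest density was found on chromosome 14 with 47.8 sites per Mb. Chromosomes 15 and 10 showed the highest densities with 96.4 and 82.0 sites per Mb, respectively, while the other 17 autosomes did not exceed 74.1 sites per Mb (mean 58.5, SD 6.42 over chromosomes). Thus, chromosome 15 carried 1.65 times and chromosome 10 1.40 times the density of the median autosome. Chromosome X carried 20.9 sites per Mb, 0.357 times the median autosome and below each of the autosomes. When only sites at least as wide as the median were considered, the alternative that moved these ratios most, they were 1.48 for chromosome 15, 1.26 for chromosome 10 and 0.317 for X. By covered bases, chromosome 10 (5.56% of its length) did not stand apart from chromosome 11 (5.56%), while chromosome 15 reached 6.50%. The median widths on chromosomes 10, 15 and X were 566, 561 and 570 bp, compared to 610.5 to 648 bp on the other autosomes. On chromosome Y, 19 sites were listed, all between positions 90737385 and 90819770.

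**Figure D1:**
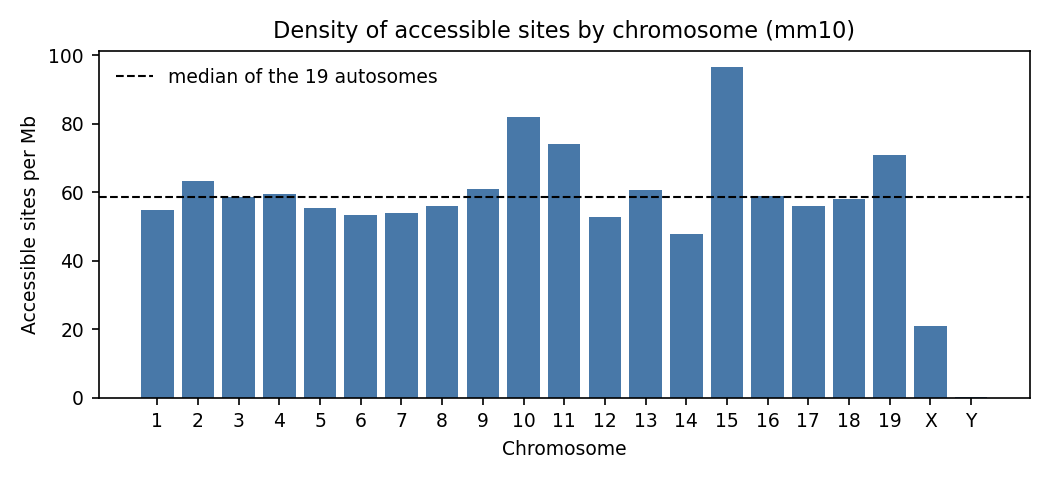
Bars show the number of accessible sites per Mb of chromosome length (y axis) for each chromosome of mm10 (x axis), and the dashed line marks the median of the 19 autosomes. Chromosomes 15 and 10 reached 96.4 and 82.0 sites per Mb, X had 20.9 sites per Mb and the bar of Y is too low to be seen.

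The excess on both autosomes was distributed differently along the chromosome. In bins of 5 Mb, 17 of the 19 bins of chromosome 15 exceeded the median bin of the other autosomes, which held 59.8 sites per Mb. On chromosome 10, 20 of 25 bins exceeded this value, but the density was 62.8 sites per sequenced Mb up to position 75 Mb and 112.1 sites per sequenced Mb beyond it, a division chosen after the bins had been seen. None of the 32 bins of X reached the median bin of the autosomes.

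**Figure D2:**
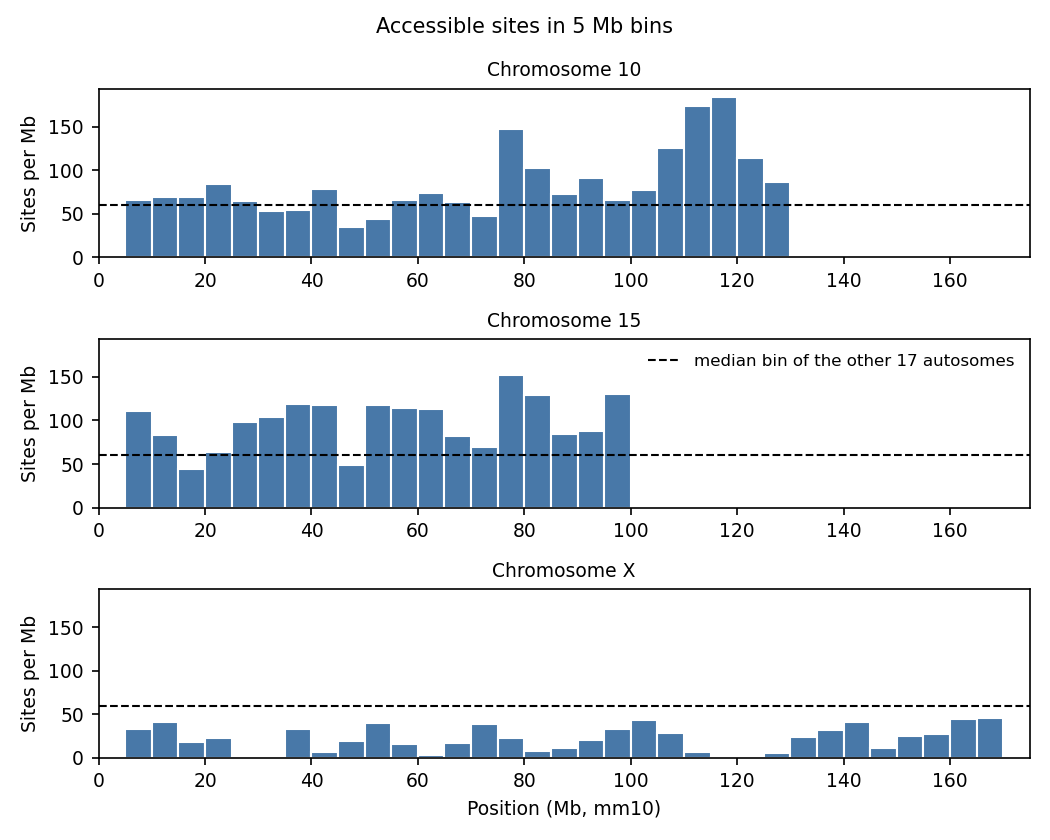
Bars show accessible sites per sequenced Mb (y axis) in bins of 5 Mb along chromosomes 10, 15 and X (x axis, position in Mb), with the median bin of the other 17 autosomes, 59.8 sites per Mb, as a dashed line. Most bins of chromosome 15 lie above the line, the highest bins of chromosome 10 lie in its distal part, and the bins of X all lie below it.

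Accessible sites were closer to each other than randomly placed sites. The median distance between neighbours was 7154 bp, compared to 10519 to 10645 bp in 100 random placements of the same widths on the same chromosomes. Neighbours at most 1 kb apart accounted for 10.4% of the steps between sites, and for 6.30 to 6.60% in the placements. The median distance stayed below all of its own placements under each alternative, including sites at least as wide as the median, where it was 13782 bp against 21220 to 21611 bp.

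The study divided sites by a window of 1 kb on either side of transcription start sites. A window of the same size was applied to the pooled list, using 132629 start sites. The study took the distance to the nearest promoter from Homer, so its rule and its start sites may differ. Here, an overlap of at least 1 bp with a window made a promoter site. Of the 153682 sites, 26427 or 17.2% (95% Wilson interval 17.01 to 17.39%) were promoter sites by this definition. The random placements gave 7.97 to 8.33%. Extending the window to 3 kb raised the share to 26.8%, compared to 17.2 to 17.6% in placements, which was the largest shift among the alternatives. The remaining sites were assigned by their middle. Of all sites, 40.9% were intronic, compared to 38.8 to 39.4% in placements, and 3.23% were exonic, compared to 2.99 to 3.19%. Sites outside annotated genes made up 38.6%, less than the 49.3 to 49.9% in placements. The median distance from the middle of a site to the nearest start site was 10527 bp.

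When viewed from the genes, 15530 of 21938 protein-coding genes (70.8%, Wilson interval 70.2 to 71.4%) had a site within 1 kb of at least one of their start sites. In 20 random placements this share was 29.1 to 30.3%. Requiring sites at least as wide as the median lowered it to 65.5%. The share was 49.8% for the 948 genes on X (46.6 to 53.0%). It was 78.6% on chromosome 10 and 80.9% on chromosome 15, inside the range of the other autosomes, which reached from 58.5% on chromosome 7 to 83.8% on chromosome 12. None of the 183 protein-coding genes annotated on Y had such a site (0%, upper limit of the Wilson interval 2.06%).

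The study further separated promoters by CpG islands. Of the promoter sites, 13001 or 49.2% (48.6 to 49.8%) were associated with a CpG island, compared to 1.20% (1.14 to 1.26%) of the 127255 distal sites, corresponding to an odds ratio of 79.9. The p-value of the two-sided Fisher's exact test was smaller than double precision can hold. The share depended on how islands were defined and reached from 32.1% with the stricter islands to 60.3% among sites at least as wide as the median, while the odds ratio remained between 70.7 and 98.8. Start sites with an island within 1 kb had an accessible site within the same distance in 94.7% of 47089 cases (94.5 to 94.9%). For start sites without an island this was 25.8% of 85540 (25.5 to 26.0%). Neighbouring start sites often share a site, and these counts are therefore not independent.

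Promoter sites were wider than distal sites. The median width was 1061 bp (quartiles 587 and 1488 bp) at promoters and 565 bp (336 and 857 bp) at distal positions, a difference of 496 bp. The two-sided permutation test over sites gave p = 1e-05, the smallest value that 100000 permutations can give. An overlap of 1 bp made a promoter site, so wider sites enter this class more often by position alone. In placements, the promoter share was 8.87 to 9.29% for sites at least as wide as the median, against 7.97 to 8.33% for all sites. Among the listed sites it was 25.3% and 17.2%. The permutation test does not allow for this, and the width difference in placements was not computed. With a window of 500 bp around start sites, the difference was 617 bp. When sites were divided into 10 classes by width, 57.6% of the widest class were promoter sites, compared to 8.81% of the narrowest class.

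**Figure D3:**
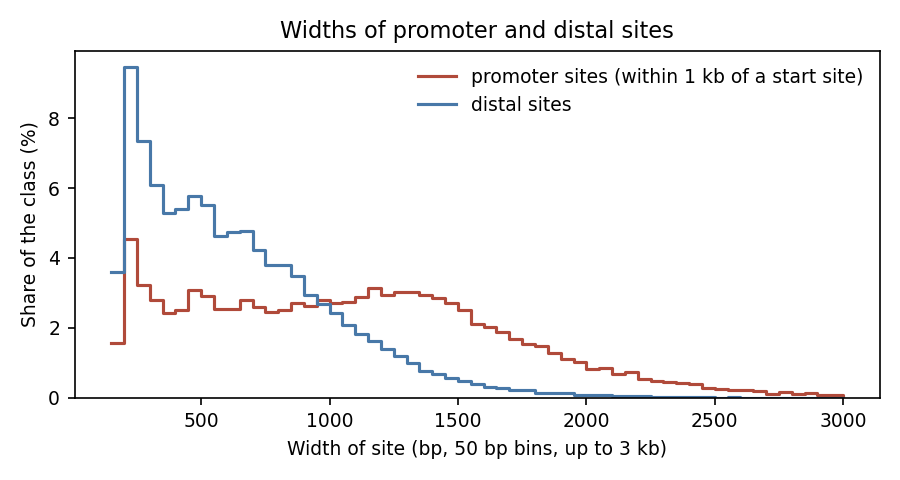
The lines show the share of each class in percent (y axis) by width of the site in bp (x axis, bins of 50 bp, sites up to 3 kb drawn) for promoter sites and distal sites. Distal sites peak near the narrow end with a median of 565 bp, and promoter sites extend further to the right with a median of 1061 bp.

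The transcription factor motifs named in the study, CTCF, EGR and NRF1, and AP-1 as a common fibroblast motif, were counted as exact matches to a consensus in the middle 200 bp. Such matches miss weaker binding sequences and do not show binding. The CTCF consensus (CCASYAGRKGGC) was found in 3.05% (2.96 to 3.15%) of distal and 1.82% (1.67 to 1.99%) of promoter sites, compared to 0.0930% (0.0790 to 0.110%) of random placements. The EGR consensus (GCGKGGGCG) occurred in 2.15% of promoter sites (1.98 to 2.34%) but only in 0.112% of distal sites (0.0954 to 0.132%), and in 0.0657% of placements. This corresponded to an odds ratio of 33.5 for promoter sites and of 1.71 for distal sites against placements (two-sided Fisher's exact test for distal sites, p = 3.50e-05). When sequence 1 kb beside each site served as background, the EGR odds ratio at promoters was 5.85, the largest drop among the alternatives for this motif. The NRF1 consensus (GCGCANGCGC) was present in 1.95% of promoter sites (1.79 to 2.12%). At distal sites it was found in 0.0668%, with no difference detected from the 0.0651% of placements (odds ratio 1.03, two-sided Fisher's exact test, p = 0.883). The placements were not restricted to distal positions, and 7.97 to 8.33% of placed sites lay within 1 kb of a start site. If EGR and NRF1 matches are more frequent there, as at promoter sites, the distal odds ratios against placements are too low for both motifs. Among distal sites at least as wide as the median, the odds ratio for NRF1 was 2.04 (two-sided Fisher's exact test, p = 0.000914), while it was below 1 for whole sites and with flanking sequence as background. The AP-1 consensus (TGASTCA) was the most frequent of the 4 motifs, with 16.3% of distal sites (16.1 to 16.5%) and 7.03% of promoter sites (6.73 to 7.35%), compared to 3.22% of placements. With flanking sequence as background, the NRF1 odds ratio at promoters was 13.1, against 30.5 with placements. Compared directly, promoter sites had an odds ratio against distal sites of 19.6 for EGR, 29.7 for NRF1, 0.590 for CTCF and 0.389 for AP-1. The EGR and NRF1 consensus sequences contain CpG, and promoter sites lay more often at CpG islands than distal sites (49.2% against 1.20%). Base composition was not matched, so the ratios for EGR and NRF1 do not separate motif enrichment from CpG content. Whole promoter sites hold more sequence than whole distal sites (median width 1061 against 565 bp), which raises their share with a match by width alone. Counted over whole sites, the 4 directions of promoter against distal sites stayed, but the shares for CTCF lay closer, with 3.94% of promoter and 4.60% of distal sites. These shares were 21.8 and 31.0% for AP-1, 9.52 and 0.293% for EGR, and 7.48 and 0.209% for NRF1.

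**Figure D4:**
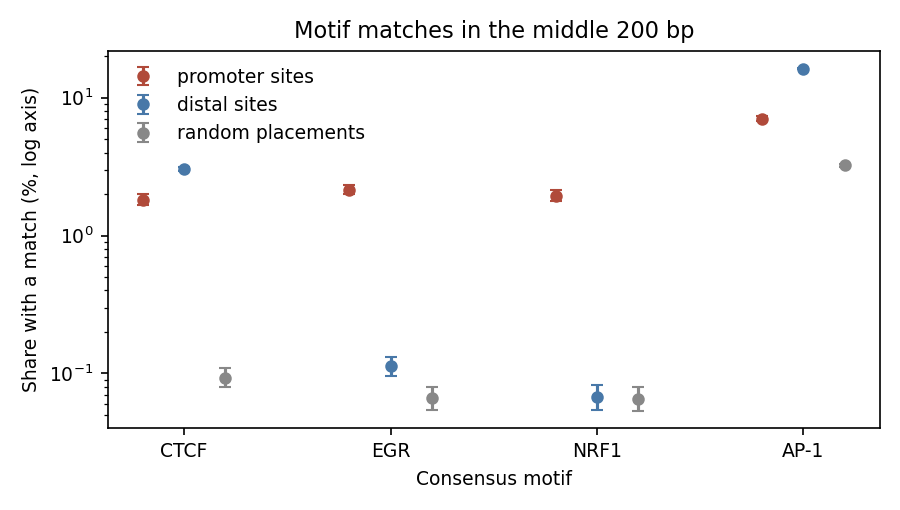
Points show the share of promoter sites, distal sites and random placements (y axis, percent, log axis) with an exact consensus match in the middle 200 bp for 4 motifs (x axis), and bars are 95% Wilson intervals. EGR and NRF1 matches were concentrated at promoter sites (2.15% and 1.95%), and AP-1 matches at distal sites (16.3%).

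Among the genes that the study discussed, Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823 to 34864984, plus strand) had a site of 2161 bp at 34859691 to 34861851 that covered both of its annotated start sites and a CpG island. This site contained 2 matches to the EGR consensus with the sequence GCGGGGGCG, at 34860606 to 34860614 on the minus strand and at 34861691 to 34861699 on the plus strand, 783 and 1868 bp downstream of the 5′ end of the gene. Egr2 (ENSMUSG00000037868.15, chromosome 10, 67535475 to 67542188) had 0 sites within 1 kb of its 6 start sites, and the nearest site was 124419 bp away at 67663102 to 67663443. Nrf1 (chromosome 6) and Ctcf (chromosome 8) had sites of 2354 bp (30047108 to 30049461) and 2203 bp (105635805 to 105638007), respectively, both at a CpG island. The site of Ctcf also contained a match to the EGR consensus (GCGGGGGCG), at 105637502 to 105637510 on the minus strand. This match lay 934 bp downstream of the 5′ end of the gene. The site of Wdr5 on chromosome 2 (27514362 to 27516091, 1730 bp) carried a match to the NRF1 consensus with the sequence GCGCACGCGC at 27515155 to 27515164, which spans the 5′ end of the gene at 27515157. The site of Rbbp5 on chromosome 1 (132476593 to 132477850, 1258 bp) covered 6 of its 7 start sites.

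For Ash2l (ENSMUSG00000031575.18, chromosome 8, 25815996 to 25847694, minus strand), the promoter site at 25840116 to 25841723 spanned 1608 bp and 5 start sites, and overlapped a CpG island. A second site at 25822699 to 25823308 lay within 1 kb of the start of shorter annotated transcripts. It began 4 bp from the boundary of exon 12 and ended 2 bp from the boundary of exon 11. Further sites in the gene, at 25817432 to 25817664 and 25819421 to 25819721, ended 1 bp and 3 bp from boundaries of exons 15 and 13. Their other edges did not match an exon, as the first began 28 bp inside exon 16 and the second 205 bp outside exon 13, in the intron.

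**Figure D5:**
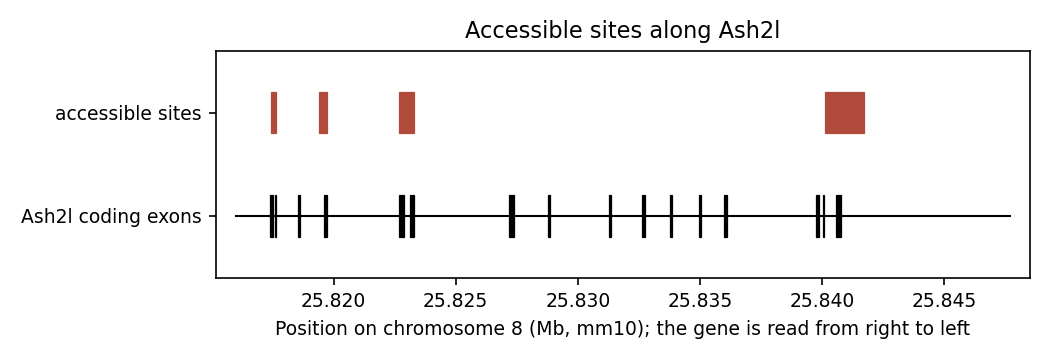
The map shows the 4 accessible sites (upper boxes) and the coding exons of Ash2l (lower boxes on the line of the gene) along chromosome 8 (x axis, Mb, mm10). The promoter site of 1608 bp lies to the right, and the other 3 sites lie over exons 11, 12, 13, 15 and 16 on the left.

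The 3 widest sites were all located within 1 kb of a start site and overlapped a CpG island. They spanned 4614 bp at Zmiz1 (chromosome 14, 25457260 to 25461873), 4573 bp at Pcdh7 (chromosome 5, 57715032 to 57719604) and 4490 bp at Ubtf (chromosome 11, 102316379 to 102320868, intronic at its middle). The protein-coding gene with the most sites in its body was Gm20388 (ENSMUSG00000092329.1, chromosome 8, 119910841 to 124345722). This gene model spans 4435 kb and held 589 sites, or 13.3 per 100 kb, whereas the median gene held 1 site and 28.7% of genes held none.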

Values the study reported

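The study reported 153,924 accessible sites over all samples. Up to 13% of these changed their accessibility after addition of dTAG-13. After 24 h, about 82% of the changed sites at promoters belonged to promoters with a CpG island. Among those that gained accessibility, the paper described promoters with a CpG island as underrepresented and the numbers as small.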

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

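A total of 242 sites lay on scaffold and patch sequences outside the chromosomes, a part of the list that the comparisons above did not use. They were marked because any site there lies outside the main measurement. Reads shared with near-identical sequence on the chromosomes, repeats and assembly errors are technical explanations that apply to such sequences. These were not tested, since the names of these sequences were not paired with a reference sequence here, and no biological explanation was tested.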

How the results depend on the processing

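No paired analysis was possible because the list gives no values per library. For the same reason the settings named beforehand for sites changed at each time point (another count model, other size factors, no count filter, a replicate block, only the libraries compared, leaving out each replicate, and other thresholds) were not run. Of the 2 backgrounds named for motifs, flanking sequence was run and shuffled sequence was not.

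The shorter distance between neighbours and the higher share of sites at start sites relative to random placements, the excess of CpG islands at promoter sites and the greater width of promoter sites kept their direction and side of the threshold under every alternative run, including RefSeq start sites (14.6%) and islands called without masking repeats (50.1%), both chosen after seeing the data. The same held for the odds ratios of 7 of the 8 motif comparisons. The share of sites at start sites ranged from 13.6% with protein-coding genes to 26.8% with a window of 3 kb.

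For the NRF1 consensus at distal sites, the odds ratio of 1.03 fell below 1 for whole sites (0.962) and with flanking sequence as background (0.924). In neither case was a difference from background detected. With sites at least as wide as the median it rose to 2.04 (two-sided Fisher's exact test, p = 0.000914). The random placements included positions near start sites. Whole placements also had the widths of all sites (median 619 bp), whereas distal sites were narrower (565 bp). Both can lower the odds ratios against placements. Neither effect was tested, and the cause of the rise was not tested either.

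Keeping only sites at least as wide as the median left 76983 sites by construction. It changed the density relative to the median autosome to 0.317 on X, 1.26 on chromosome 10 and 1.48 on chromosome 15, and covered bases in place of sites gave 0.344, 1.32 and 1.54. The share of genes with a site was 68.6% within 500 bp, 66.2% at the outermost 5′ end, 69.0% by the middle of the site and 65.5% with the wider sites. These definitions accept fewer start sites or sites by construction. Merging sites at most 100 bp apart widened the median to 627 bp. The unknown depth limits the number of sites, since weak sites are found with more reads.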

Other observations

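The tests of unsequenced gaps, of narrow against wide sites, of sites outside repeats and of exon edges were chosen after related values had been seen. The same holds for leaving out exons within 1 kb of a start site, which removed an exonic site of Ash2l already seen. The remaining tests below were set out before their result was seen. All explanations are hypotheses, and no group of the study separates them because the list pools all libraries.

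Sites overlapped coding exons inside Ash2l. The cells carry an integrated human ASH2L coding sequence without introns, and a candidate explanation is that its reads aligned to the matching mouse exons. If so, internal coding exons of Ash2l would be covered more often than those of other genes, but accessible chromatin at the endogenous gene would do the same, so that this share does not separate these explanations. Exons within 1 kb of a start site were left out of the count. Last coding exons were kept, among them exon 16 of Ash2l, so the counts are not of internal exons alone. Of the coding exons kept, 3 of 8 in Ash2l overlapped a site (37.5%, Wilson interval 13.7 to 69.4%). This compared to 4.81% of 118998 such exons in protein-coding genes with a promoter site. Of 5637 genes with at least 8 such exons, 18 (0.319%), Ash2l included, showed a share as high. Both sites over the kept exons of Ash2l (100%) had an edge within 5 bp of an exon edge, compared to 3.31% of 5112 sites over the kept coding exons of all genes. Only 1 edge of each of these matched. The site that ended 3 bp from the boundary of exon 13 began 205 bp outside this exon, in the intron, and the site that ended 1 bp from the boundary of exon 15 began 28 bp inside exon 16 and spanned the intron between them. A further site, left out of this count because its exons lie within 1 kb of a start site, matched at both edges, 4 bp from the boundary of exon 12 and 2 bp from that of exon 11, and also spanned the intron between them. Reads of an intronless template alone would not cover introns, and whether the peak caller extended these sites was not tested. The 3 covered exons, numbers 13, 15 and 16, are close together and not independent, and the exons without a site stay unexplained, since the similarity of each exon to the human sequence was not tested. Both explanations remain open. The same prediction was made for the other integrated sequences. For Fkbp1a, 0 of 2 coding exons kept (0%) overlapped a site, too few to decide. For Esr1, 0 of 9 did (0%, upper limit 29.9%). Since Cre-ER holds only the hormone-binding part of the receptor, some of these exons could not receive its reads, and the share of 4.81% over all genes also lies below this limit. This test decides nothing about reads from Cre-ER.

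Chromosomes 10 and 15 carried more sites per Mb than the other autosomes. On a line fitted to the other 17 autosomes, the density of start sites left chromosome 10 at 1.42 and chromosome 15 at 1.68 times the expected density, while the 17 reached at most 1.26. GC content left them at 1.46 and 1.65, against at most 1.21. Neither therefore accounts for the excess. Per sequenced Mb they held 84.3 and 99.7 sites, against at most 76.1, so unsequenced gaps do not account for it. The share of sites with a middle in a repeat was higher on both, with 16.6% and 16.5% against at most 14.9%, but sites outside repeats alone still amounted to 68.4 and 80.6 per Mb, against at most 63.2, so that repeats are not the whole cause. A few local clusters were argued against on chromosome 15, where 89.5% of bins exceeded the median bin of the others (at most 81.8% among the 17). On chromosome 10 this was 80%, inside that range, and local clusters stay open there. Extra copies of these chromosomes, or of part of chromosome 10, may have added reads so that weaker sites were called. When sites were divided into 3 classes by width (up to 446 bp, above 828 bp and between), the excess was larger in the narrowest than in the widest class, with a ratio of 1.33 on chromosome 10 and 1.36 on chromosome 15 against at most 1.07. In the widest class itself, chromosome 15 held 1.496 times the density of the median of the 17, above their highest value of 1.36, whereas chromosome 10 with 1.25 lay inside their range. By covered bases chromosome 10 (5.56% of its length) was also level with chromosome 11 (5.56%), while chromosome 15 reached 6.50%. The excess on chromosome 10 was therefore smaller among the widest sites and by covered bases, at or near the upper end of the other autosomes. Site width itself may change with the number of reads, which was not tested. This test therefore cannot separate extra copies from other explanations, which stay open without read counts. No biological explanation was tested.

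Chromosome X carried fewer sites per Mb than every autosome. The density of start sites left X at 0.387 times the expected density, while the 17 autosomes did not fall below 0.778. X held 27.5 start sites per Mb, below the lowest autosome (37.2 on chromosome 18), so this line was extended beyond its range. A line on repeat content left X at 1.52 times the expected density, but X lies far outside the repeat content of the autosomes. Counting only sites outside repeats per Mb outside repeats, X held 34.6, against at least 64.8 on the 17 autosomes, which argues against repeat content as the whole cause. With a single accessible copy of X, fewer reads might have removed weak sites first. The ratio of narrow to wide sites was 1.22 on X, above the 17 autosomes and opposite to this. Fewer reads may also narrow the sites that remain, which cannot be tested without read counts. A single accessible copy therefore cannot be told apart from the other explanations by this test. It stays open.

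The sites listed on chromosome Y lay in one window of 82.4 kb near its end. Of these 19 sites, 11 (57.9%) matched sequence outside Y with at least 95% identity over at least 50% of their length, all 11 with a match on X, at identities up to 98.7%. In 3 cases a site was also listed at the best match on X. Over 80% had been set out for reads from near-identical sequence and under 20% against it, so the value lies between and this source may explain some of the sites only. It cannot be told apart for the others. With no gene on Y having a promoter site, the list gave no sign of accessible chromatin elsewhere on Y.

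Reads from the mitochondrial genome, frequent in ATAC-seq, were considered as a source of sites over nuclear copies of mitochondrial DNA. Of all sites, 4 overlapped the 133 nuclear segments (58.9 kb in total) similar to mitochondrial DNA, compared to 1 to 20 in 100 random placements. The count therefore showed no excess of sites over these segments. Whether such reads gave rise to any of the 4 sites cannot be decided from a count inside the range of placements.

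The share of promoter sites at CpG islands here was 49.2%. That is lower than the share quoted from the study above for changed sites at promoters. For sites that gained accessibility, the study described promoters with a CpG island as underrepresented. The quoted value concerned sites that changed after 24 h, and the islands were defined differently here, so the measures are not the same.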
